A study of Danio rerio with 12 samples. Its data were reported in "Long non-coding RNAs have age-dependent diurnal expression that coincides with age-related changes in genome-wide facultative heterochromatin" (2018).

How the data were processed

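Total RNA from whole brain of 12 zebrafish libraries, with 2 per group of age and time, was depleted of ribosomal RNA and sequenced by a stranded protocol. The authors aligned the reads to GRCz10 and assembled transcripts in 2 ways, and pooled the brain libraries with published stranded embryo libraries in both. In the T/C pipeline TopHat2 2.0.9 was followed by Cufflinks 2.2.1 and Cuffmerge. In the H/S pipeline HISAT2 2.0.1 was followed by StringTie 1.2.2, which kept transcripts of at least 0.1 FPKM, and class codes came from Gffcompare. These versions and the build are from the submitters' processing notes and the study's methods. The deposited values were exon coordinates in bp with strand, locus, gene name and class code for each merged transcript, and held no count, FPKM, fraction or other abundance. 0 columns were tied to a library, so the limma model of age and time that had been planned for values per library was not run, and no replicate was left out in turn. Depth per library was not given in these files. Whether the 2 libraries of a group came from separate fish was not given in the labels.

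The annotation within the files was RefSeq, with 15407 reference transcript models and 14728 gene names, carried into both assemblies whether or not a transcript was present in the brain. T/C held only the codes =, j, o, s, u and x, of which s occurred once, whereas H/S also held e, i, p and y. Code = is a match of the annotated intron chain, j an isoform, u a transcript that meets no annotated gene, x an exonic overlap on the opposite strand, s an intron shared with the opposite strand, i a transcript within an intron, o another overlap on the same strand and p an unspliced transcript close downstream of a gene. Transcripts of any code other than = and j were called unannotated. 189 T/C transcripts without a strand entered no comparison of strands.

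Exon overlaps on the opposite strand were found with bedtools 2.31.1 at a minimum of 1 bp, on chromosomes 1 to 25. Head to head and tail to tail pairs had spans that overlapped at the 5' or 3' ends, and in the others the span of 1 partner lay within the other. The exonic overlap itself may lie further inside. A spliced transcript was recovered when its whole intron chain occurred on the same strand of the other assembly, and an unspliced one when an unspliced transcript of the other assembly overlapped it by at least 50% of both. Shares per chromosome were compared by a two-sided sign-flip permutation test with 100000 resamples. Gene lists were tested by Fisher's exact test, two-sided, against 13791 annotated genes with introns, with Benjamini-Hochberg adjustment over 15 lists and a threshold of 0.05, for each assembly. The lists were tested in 5 settings for each assembly, and once for shared isoforms. Intervals are 95% Wilson intervals and cover counting error only, and transcripts of 1 locus are not independent. Calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots with matplotlib 3.10.9.

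The gene lists, tests and most alternatives were fixed before the data were examined. The lists were core clock, H3K9 methylation and heterochromatin, glycolysis, neuron, astroglia and radial glia, oligodendrocyte, microglia and immune, erythroid and endothelial, skeletal muscle, eye and pituitary, immediate early and light response, hox cluster, ribosomal protein, early embryo, and loci the study illustrated. Named genes were all loci of the last list, up to 4 members of every other list with a spliced antisense transcript whose intron chain was in both assemblies, the 10 genes with the longest exonic overlap by such a transcript, and the 5 class u transcripts with the most exons whose chain was in both. The transcript had to overlap the gene in both assemblies, and the longer overlap set the order. A gene that the rule also named is not reported here. Other members named as examples of a list were chosen after their values were seen. Gene names were taken as the files give them, and 14482 of the 14728 matched a symbol or synonym of a newer RefSeq annotation on assembly GRCz12tu, of which positions served only to tell which genes lie between or across neighbouring genes.

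The alternatives were a minimum transcript length of 200 nt, all sequences instead of chromosomes, counting by locus, other class codes, overlaps of 50 and 200 bp, overlap of whole spans, at least 3 exons, other definitions of recovery, random lists matched on gene span (10000 lists in 20 span bins) and other denominators for chromosome 4. The overlap, recovery, permutation and list functions were tested on simulated data. They recovered the planted overlap kind in 100% of 600 simulated genes, and the permutation test gave a p under 0.05 in 5.5% of 400 sets of 25 differences without an effect and in 99.8% with a difference of 1 SD. Of 400 random lists of 25 genes, 4.25% had an unadjusted p under 0.05.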

Results

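Stranded RNA-seq libraries of ribosomal RNA-depleted total RNA were made from brains of wild-type zebrafish aged 4, 12 or 20 months. Brains were taken at ZT4 or ZT16, counted in hours after lights on, which gave 6 groups with 2 libraries in each and 12 libraries in all. The title of 1 library of the group of 12 months at ZT16 disagreed with its age label, and the label was used. The deposited values were 2 sets of transcript models assembled from the pooled libraries and from published embryo libraries, 1 made with TopHat2/Cufflinks (T/C) and 1 with HISAT2/StringTie (H/S). A transcript model gives the strand and exon positions of an RNA on the genome build GRCz10 and a class code for its relation to annotated genes, and carries no abundance. None of these values belonged to a single library, so differences between ages or between ZT4 and ZT16 were not analysed here, and the depth of each library was not given in these files. The comparisons below concern which transcripts each pipeline placed on the genome, and they cannot say in which tissue, at which age or at which time a transcript was present. Chromosomes were the units of the spread given below and are not biological replicates.

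The first question was which genes of the circadian clock and which genes illustrated in the study had a transcript on the opposite strand, here called an antisense transcript when at least 1 bp of its exons overlapped an exon of the gene. Of 23 names on that list, slc4a4b and cry1a did not occur in the gene annotation of the files. The period gene per2, a light-induced part of the clock on chromosome 2 (48455436 to 48502623, minus strand), had no antisense transcript by this definition in either assembly. H/S placed 2 unspliced transcripts of 243 and 247 nt on the plus strand within introns of per2, and T/C placed no unannotated transcript on the opposite strand within the gene. T/C held no transcript of code i anywhere, so its lack of such intronic models says nothing about per2. The study did report an antisense transcript of per2, named per2AS, in its RNA-seq, and also in a strand-specific RT-PCR of which it did not show the data. It set the FPKM limit of StringTie so that this known transcript was detected. The definition used here counts exonic overlap only, so it does not show that per2 lacks antisense RNA. Whether either intronic H/S transcript is per2AS was not tested. The cytokine signalling suppressor cishb on chromosome 11 (17824873 to 17829890, minus strand) had 3 antisense transcripts in T/C and 3 in H/S, with exonic overlaps of up to 260 and 941 bp. The 2 spliced ones of T/C and the 3 of H/S reached into cishb from its 3' end, and no intron chain was the same in both assemblies. The myosin light chain gene myl10 on chromosome 10 had unspliced antisense transcripts in both assemblies, with overlaps of up to 58 bp in T/C and 347 bp in H/S. Its relative myl1 on chromosome 9 had 2 in T/C, with up to 167 bp, and only intronic transcripts on the other strand in H/S. The anion exchanger slc4a1a, a red cell gene on chromosome 3, had 2 in T/C and 1 in H/S, and the ubiquitin ligase gene fbxo32 on chromosome 16 had 1 in T/C and 2 in H/S. The study also measured antisense transcripts of cishb, myl10, myl1 and slc4a1a by RT-PCR, so its evidence for them does not rest on the assemblies alone.

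Of the other genes of that list, 5 had antisense transcripts in H/S alone. The nuclear receptor gene nr1d1 on chromosome 3 had 2 unspliced ones with overlaps of up to 728 bp, and the cryptochrome gene cry1aa on chromosome 4 had 2 spliced ones with up to 246 bp. The transcription factor genes arntl2 and bhlhe40 had 1 unspliced antisense transcript each, with 157 and 220 bp. The complement gene c3a.1 on chromosome 1 had 8, all unspliced, with 55 to 169 bp. For arntl1a, clocka, cry2, per1b, hsf2, fech, aldh4a1, anxa3b and slc4a4a neither assembly held one. The only gene of this list with an antisense transcript whose whole intron chain was the same in both assemblies was wrnip1, which encodes a protein that binds the Werner syndrome helicase, on chromosome 2 (361498 to 376946, minus strand). That transcript had 15 exons and ran from 370745 to 414532 in T/C and from 370819 to 414260 in H/S. Its span met that of wrnip1 head to head, but its exonic overlap of 227 bp lay on an internal exon of wrnip1. The 5' exon of wrnip1 lay within an intron of the transcript.

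**Figure D1:**
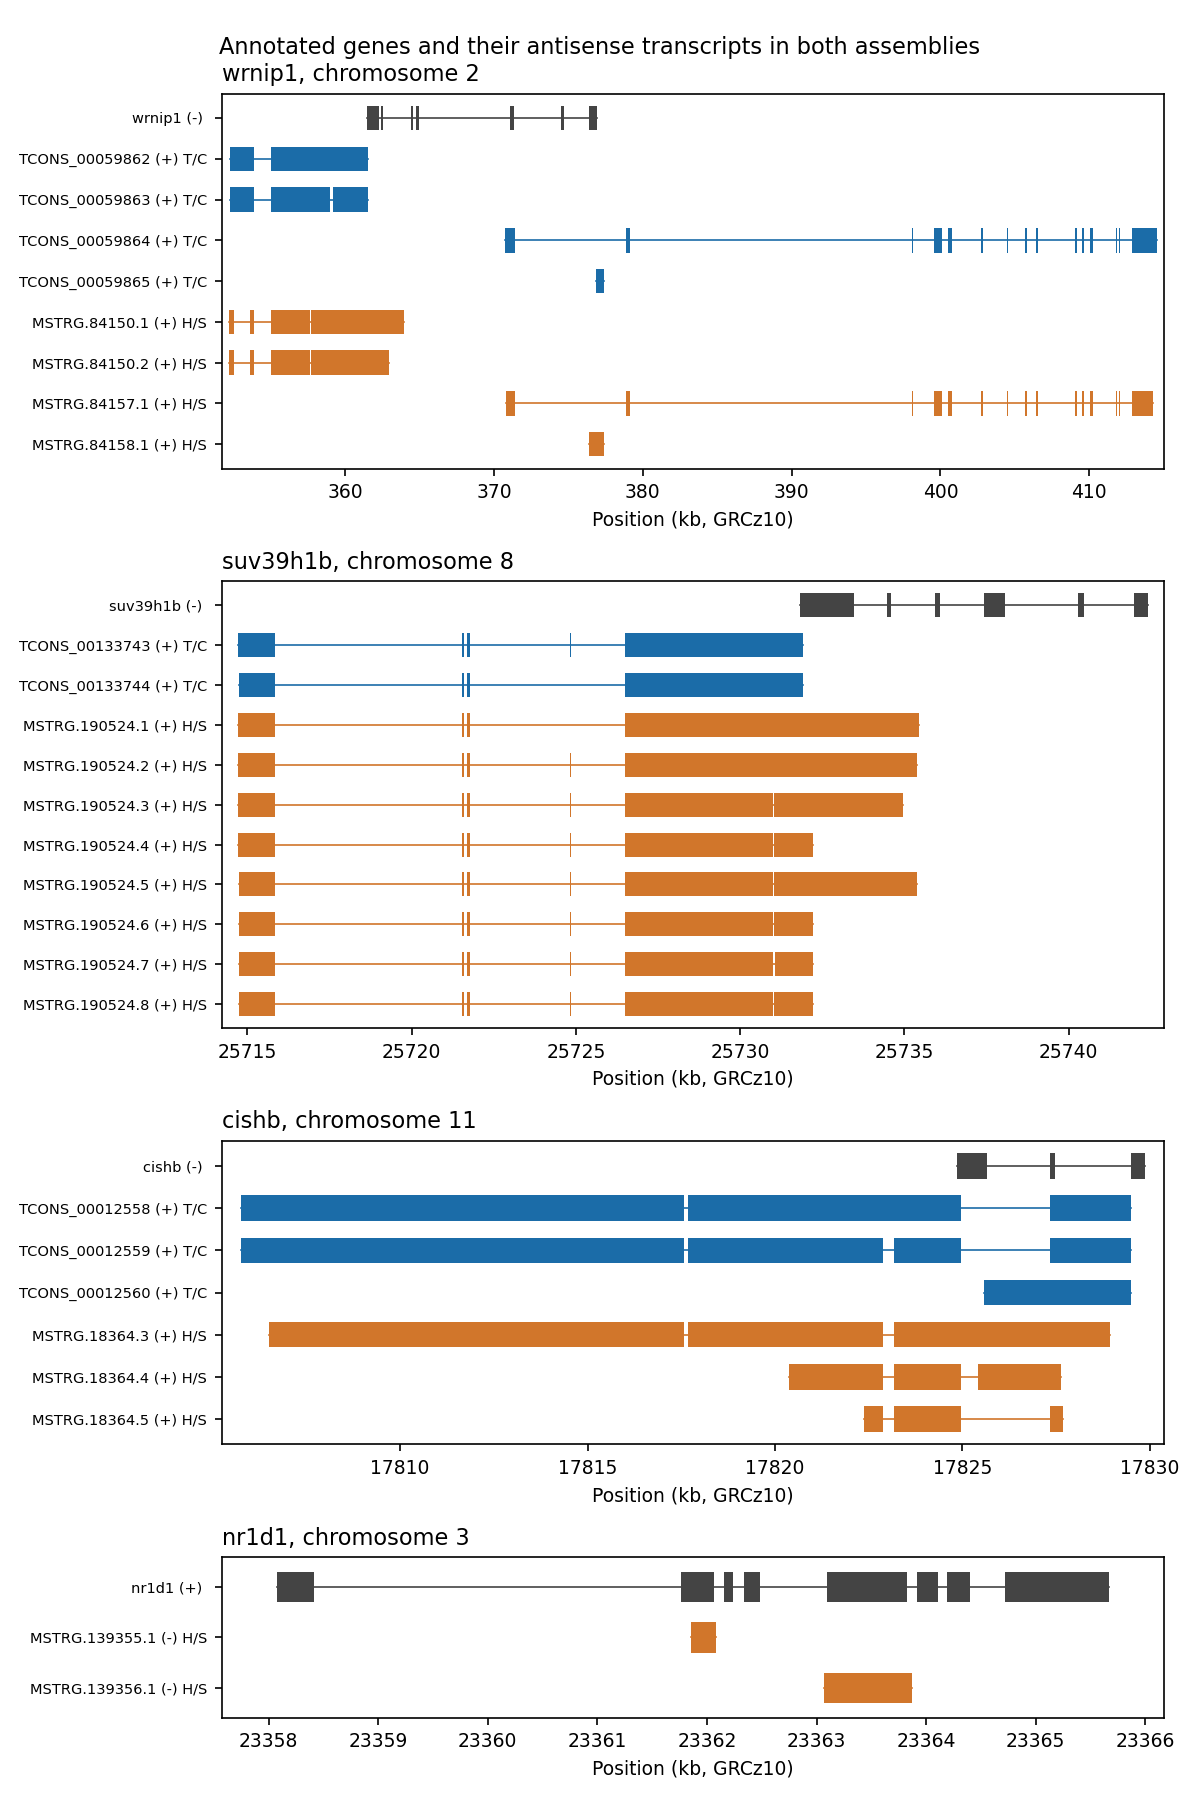
Exons (boxes) and introns (lines) of 4 annotated genes in grey and of their antisense transcripts in T/C (blue) and H/S (orange), along the GRCz10 position in kb, with the strand in parentheses. The 15-exon transcript at wrnip1 has the same introns in both assemblies, the transcripts at suv39h1b reach further into the gene in H/S (1769 bp) than in T/C (100 bp), and nr1d1 has antisense transcripts in H/S only.

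Over all annotated genes on chromosomes 1 to 25, 373 were overlapped in both assemblies by a spliced antisense transcript whose intron chain was also in both. Members of most of the gene groups fixed in advance were among them. They included the clock gene arntl1b (up to 449 bp of overlap), suv39h1b, which encodes an H3K9 methyltransferase (1769 bp), and tph2, which encodes the enzyme that starts serotonin synthesis in neurons (804 bp). They also included the intermediate filament gene vim of glia (567 bp by the shared transcript), the myelin gene plp1a (1395 bp), the muscle creatine kinase gene ckma (1575 bp), the immediate early gene nr4a3 (192 bp by the shared transcript), hoxb8b (19 bp), the ribosomal protein gene rpl31 (975 bp by the shared transcript) and the nodal antagonist gene lft2 (443 bp). The microglia, eye and pituitary, and erythroid and endothelial lists had no such member. These values were the longer ones, mostly from H/S. In T/C the overlap was 100 bp at suv39h1b, 70 bp at tph2, 68 bp at plp1a and 99 bp at ckma. The 10 genes with the longest overlap by such a transcript were zgc:110699 (3180 bp), mgat5 (3102 bp), si:ch211-157b11.14 (2465 bp), prdm9 (2318 bp), sdf2 (2248 bp), nkiras2 (2200 bp), the brain patterning gene otx2 (2161 bp), the cell cycle regulator foxm1 (2114 bp), impdh1b (2095 bp) and aste1 (2079 bp). At otx2 on chromosome 17 the shared transcript had 3 exons and overlapped by 602 bp in T/C, and at foxm1 on chromosome 4 it had 13 exons and overlapped by 99 bp in T/C. Spliced transcripts of code x had a median of 11 exons in T/C and 4 in H/S, against 8 in each for transcripts equal to the annotation. Open reading frames were not analysed here, so an antisense transcript cannot be told from a neighbouring protein-coding gene that the annotation lacks.

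The second question was whether groups of genes carried spliced antisense transcripts more often than other genes. In H/S, 13 of 25 neuronal genes had one (52.0%), among them snap25a, snap25b and syt1a of synaptic vesicle release, the glutamate transporter genes slc17a6b and slc17a7a, and neurod1. Of the ribosomal protein genes 26 of 73 had one (35.6%), among them rpl7, rpl11, rps6 and rps18. The share over all 13791 annotated genes with introns was 17.5%. Both lists passed the two-sided Fisher's exact test after Benjamini-Hochberg adjustment over 15 lists, with an odds ratio of 5.15 and an adjusted p of 0.0013 for the neuronal list and of 2.63 and 0.00194 for the ribosomal list. In T/C, 2 of the 25 neuronal genes and 1 of the 73 ribosomal protein genes had one, against 5.34% of all genes, and neither list passed (adjusted p = 0.705 for each by the same test). Both H/S calls ended when unspliced antisense transcripts were included. The neuronal list then had 17 of 25 genes (68.0% against 40.7% of all genes, odds ratio 3.10, unadjusted p = 0.0072, adjusted p = 0.108) and the ribosomal list 35 of 73 (odds ratio 1.34, adjusted p = 0.582). They ended too when the intron chain had to be in both assemblies, which left 1 of 25 and 4 of 73 genes (odds ratios 1.12 and 1.56, adjusted p = 1 for each). They also ended when transcripts that copied a splice site of the sense gene, that is an intron end at the same position on the other strand, were left out. Then 4 of 25 neuronal genes (odds ratio 1.14, adjusted p = 0.91) and 11 of 73 ribosomal protein genes (odds ratio 1.06, adjusted p = 0.929) remained by Fisher's exact test. The setting without copied splice sites was chosen after the data were seen.

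**Figure D2:**
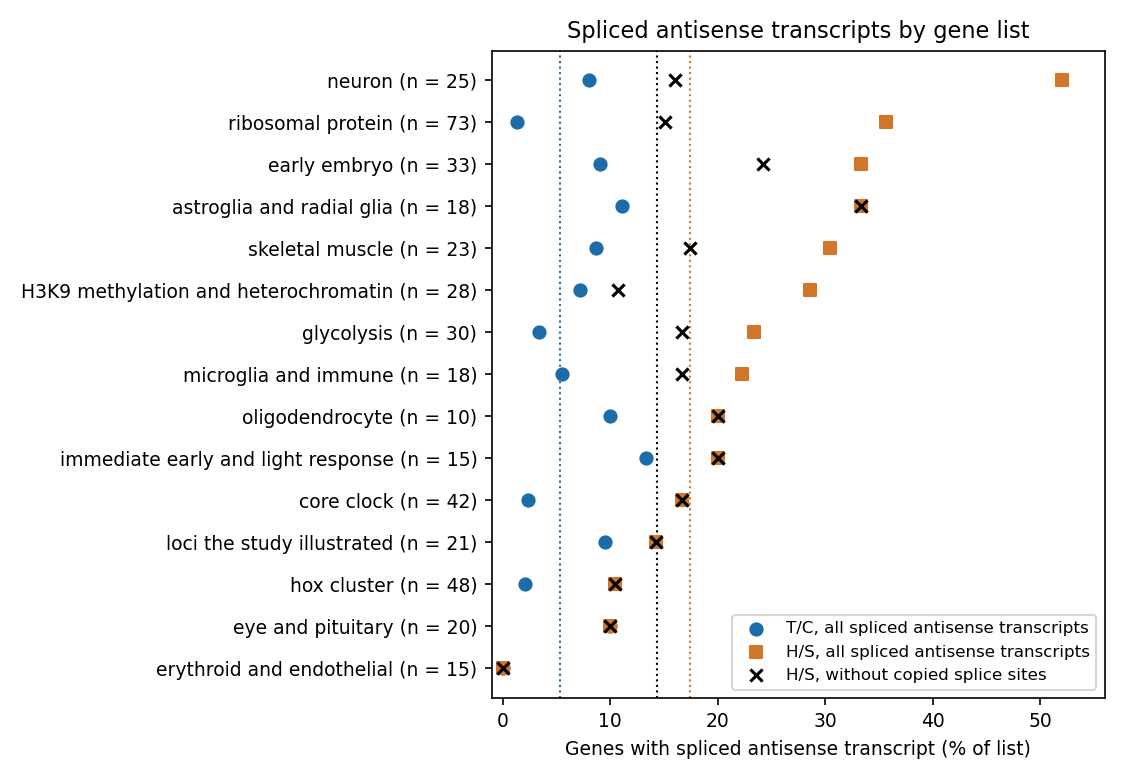
Share of the annotated members of each list, in percent, with a spliced antisense transcript in T/C (blue circles), in H/S (orange squares) and in H/S without transcripts that copied a splice site of the sense gene (black crosses), with dotted lines at the share over all genes. The neuronal list lies at 52.0% and the ribosomal list at 35.6% in H/S, and both lie near the dotted line of 14.3% without copied splice sites.

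No other list passed in either assembly. Of the core clock genes 7 of 42 had a spliced antisense transcript in H/S (cry1aa, arntl1b, nr1d4a, nr1d4b, roraa, tefa and tefb; adjusted p = 1 by Fisher's exact test) and 1 in T/C. Of the genes of H3K9 methylation and heterochromatin 8 of 28 had one in H/S, among them suv39h1a, suv39h1b, cbx1b and cbx3a, and 2 in T/C, suv39h1b and wrnip1 (adjusted p = 0.285 in H/S and 0.9 in T/C). Without transcripts that copied a splice site of the sense gene, 3 of the 28 remained in H/S (10.7% against 14.3% of all genes). For glycolysis the counts were 7 of 30 in H/S and 1 in T/C, for the hox cluster 5 of 48 and 1, and for immediate early and light response genes 3 of 15 and 2. Early embryo genes had 11 of 33 in H/S, among them pou5f3, wnt8a and buc, and 3 in T/C (adjusted p = 0.173 in H/S). Among the other cell type lists, the counts in H/S and T/C were 6 and 2 of 18 for astroglia and radial glia, 2 and 1 of 10 for oligodendrocytes, 4 and 1 of 18 for microglia and immune cells, 7 and 2 of 23 for skeletal muscle, and 2 and 2 of 20 for eye and pituitary. Without copied splice sites, 5 glycolysis, 8 early embryo, 3 microglia and immune and 4 skeletal muscle genes remained in H/S. Apart from these and the H3K9 list, the H/S counts of this paragraph stayed the same. Of 15 erythroid and endothelial genes none had one in either assembly (adjusted p = 0.275 in H/S and 1 in T/C; unadjusted p = 0.0899 and 1). Of the 21 annotated loci the study illustrated, which were chosen on these samples, 3 had one in H/S and 2 in T/C.

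The third question was how the 2 pipelines differed in the number and kind of transcripts. By the study's account, the FPKM limit of StringTie was lowered below its default to detect per2AS, while Cuffmerge kept its default. The study's methods call the Cuffmerge default an FPKM cutoff, with a value below that of StringTie, and its supplement gives the same value as a minimum isoform fraction. The study ties the excess of unspliced transcripts in H/S to the lowered limit of StringTie. The differences below therefore cannot be assigned to the assemblers apart from these limits. T/C held 146929 transcripts at 75826 loci and H/S 318442 at 212454. Antisense transcripts overlapped 1530 of 14629 annotated genes in T/C (10.5%) and 5828 in H/S (39.8%), and spliced ones 760 (5.2%) and 2493 (17.0%), where a gene name placed on more than 1 chromosome counts once on each (14597 names in all). The mean difference over chromosomes was 29.3 ± 2.74 percentage points for all (SD, n = 25) and 11.8 ± 1.55 for spliced ones, and the two-sided sign-flip permutation test gave 1e-05 for each, the smallest p it can give with 100000 resamples. The count in T/C fell to 440 when 200 bp of overlap were required, against 4251 in H/S. Of the antisense pairs that overlapped at an end, 78.7% in T/C and 60.9% in H/S were tail to tail, that is at the 3' ends. The chromosome means were 77.2% ± 8.27 and 60.6% ± 5.23 (SD, n = 25), above 50% on 25 of 25 chromosomes in each (permutation p = 1e-05). With 1 antisense transcript per gene, the one with the longest overlap, the shares were 66.4% in T/C, above 50% on 24 of 25 chromosomes, and 61.4% in H/S.

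The overlap size, examined after the data were seen, was distributed differently in the 2 assemblies. The median exonic overlap was 95 bp over 3291 pairs in T/C and 242 bp over 11266 pairs in H/S. In T/C 64.1% of the pairs overlapped by at most 100 bp, with 689 pairs at 91 to 100 bp and 62 at 101 to 110 bp. In H/S 18.3% overlapped by at most 100 bp, with 485 and 270 pairs in the same ranges. The T/C overlaps given above for suv39h1b, ckma and foxm1, of 99 or 100 bp, lie at this step. By the study's methods the reads were 100 bp long, and the cause of the step was not tested.

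**Figure D3:**
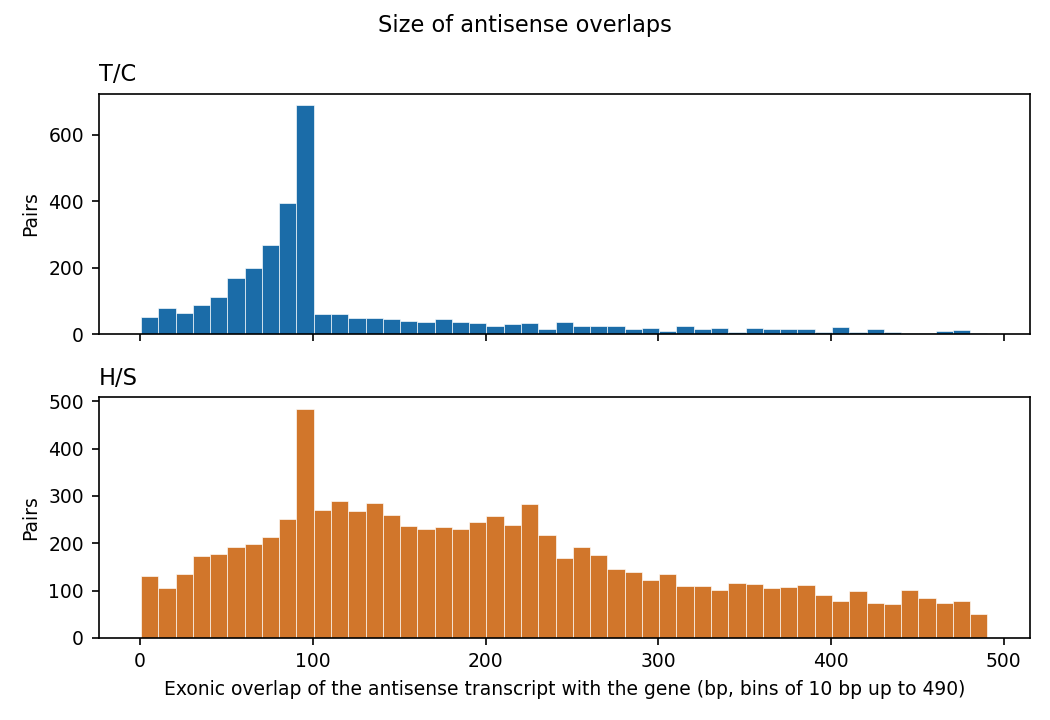
Number of antisense pairs by the exonic overlap between the antisense transcript and the gene, in bins of 10 bp up to 490 bp, for T/C (top, blue) and H/S (bottom, orange). The bar at 91 to 100 bp holds 689 pairs in T/C and the next bar 62, while the same bars hold 485 and 270 pairs in H/S.

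Overlapping transcripts were also counted by the class codes of the study, as all transcripts of codes x and s and those of codes i, o and u that met any assembled transcript on the opposite strand, annotated or not. With overlap of exons, T/C held 14773 (10.1% of its transcripts) and H/S 103389 (32.5%). With overlap of whole spans, introns included, the counts were 17864 and 183635, so the H/S count depended on the kind of overlap by more than 1.5 times. By exons, 40.7% of the overlapping transcripts in T/C and 18.4% in H/S lay on an annotated gene or its isoform, and the others met unannotated transcripts only. Class u made up 70.9% of them in T/C and 78.7% in H/S.

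Unspliced transcripts made up 36.3% of all transcripts in T/C (52021 of 143455) and 51.4% in H/S (157673 of 306634) on chromosomes 1 to 25. The mean difference was 15.4 ± 5.54 percentage points (SD, n = 25), H/S was higher on 24 of 25 chromosomes and the permutation p was 1e-05. The exception was chromosome 4, with 50.1% in T/C and 44.1% in H/S. With each locus counted once the difference was 8.60 points. Transcripts that met no annotated gene, class code u, made up 58.7% and 64.3%, with a difference of 5.41 ± 2.59 points, higher in H/S on 24 of 25 chromosomes (permutation p = 2e-05, n = 25). Counted by loci the direction turned, with 78.1% in T/C and 71.5% in H/S, where the H/S loci include those of codes that T/C did not hold. The difference was 12.6 points among spliced transcripts, and 15.6 points with only the class codes present in both assemblies, a setting chosen after the data were seen.

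The fourth question was which unannotated transcripts did not depend on the pipeline. Of 38527 spliced unannotated transcripts in T/C, 24.3% (95% Wilson interval 23.9 to 24.8%) had their whole intron chain in H/S, and 92.1% shared at least 1 intron. Of 97986 in H/S, 9.57% (9.38 to 9.75%) had theirs in T/C, and 37.8% shared at least 1 intron. Of the unspliced ones, 9.59% of T/C and 3.13% of H/S had a partner in the other assembly at 50% reciprocal overlap. The class u transcripts with the most exons whose chain was in both assemblies were a transcript of 146 exons on chromosome 20 (XLOC_033785, 26174443 to 26460331, plus strand) between myct1a and the estrogen receptor gene esr1, 3 transcripts of 105, 104 and 104 exons of 1 locus on chromosome 23 (XLOC_041622) between kcnab2b and tas1r1, and a transcript of 101 exons on chromosome 20 (XLOC_035044) between katna1 and casp8ap2. In a newer RefSeq annotation, on assembly GRCz12tu, the protein-coding genes megf6a, emc1, ubr4 and iffo2a lie between the neighbours of the second locus, with LOC137490624, and mdn1 between those of the third. At the first locus no protein-coding gene starts between the neighbours, but syne1a runs across the gap. The search for genes across the gap was added after the data were seen.

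In T/C, spliced class u transcripts were longer than annotated ones and had about as many exons, with a median of 9 exons and 4233 nt against 8 exons and 2080 nt for transcripts equal to the annotation. In H/S they had 3 exons and 2776 nt against 8 exons and 1792 nt. With unspliced transcripts included, the class u medians were 1319 nt in T/C and 729 nt in H/S. No genome sequence was used here, so splice site sequences and open reading frames were not analysed here. Neither class u nor the antisense transcripts can therefore be read as noncoding.

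The last comparison asked whether chromosome 4, whose long arm is known to be heterochromatic, stood apart. It had the most class u transcripts per annotated gene in both assemblies, with 8.58 against 5.77 ± 1.0 in T/C and 25.2 against 13.2 ± 1.76 in H/S (mean ± SD of the other chromosomes, n = 24; rank p = 0.04, the smallest that 25 chromosomes allow). In H/S the excess lay in spliced transcripts too, with 12.8 per gene against 4.97 ± 0.79, and in the stretch from 30 to 70 Mb each bin of 10 Mb held 349 to 405 spliced class u loci and 8 to 16 annotated genes. Per Mb, chromosome 4 had the most class u transcripts in H/S too, with 183 against at most 176 on the others. In T/C, which held 41 to 52 such loci per bin there, chromosome 4 ranked 11th for spliced class u transcripts per gene and 16th for class u transcripts per Mb. Its spliced class u loci per gene in T/C were the most, with 0.973 against at most 0.923 on the others, and they held 2.59 transcripts per locus, against 2.93 to 3.86 on the others.

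**Figure D4:**
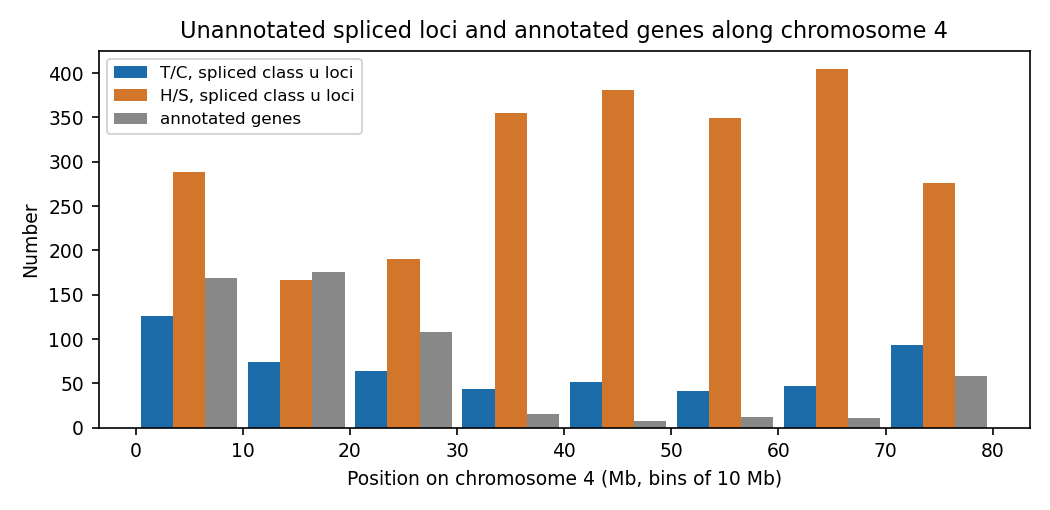
Number of spliced class u loci in T/C (blue) and H/S (orange) and of annotated genes (grey) in bins of 10 Mb along chromosome 4. Between 30 and 70 Mb the H/S bins hold 349 to 405 loci, the T/C bins 41 to 52, and 8 to 16 genes are annotated.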

Values the study reported

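The study reported 146,910 transcripts from the Cufflinks pipeline, of which 87,327 were unannotated, and 50,524 potential lncRNAs among these. It gave 14,773 overlapping transcripts from that pipeline, of which 5299 were predicted lncRNAs. With StringTie at an FPKM limit of 0.1 it counted 318,442 transcripts, 183,635 of them overlapping, and more than 150,000 with a single exon. For diurnal expression it gave 273 transcripts at 4 M, 604 at 12 M and 193 at 20 M.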

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

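The alternatives on class codes present in both assemblies, on class x alone, on copied splice sites and on the kind of overlap of overlapping transcripts were chosen after the data were seen, and the others before. The differences between the assemblies in single-exon share and in the share of genes with an antisense transcript, all or spliced, kept their direction and their side of the threshold in every alternative run. The alternative of whole spans counts transcripts of code i, which only H/S held, so it is no independent check. None of the alternatives matched the assembly limits of the 2 pipelines, which may not be the same measure, so the differences cannot be separated from those limits. The class u share turned to a difference of -6.61 points by loci. Of the 204024 loci of H/S, 31214 held transcripts of code i and 3987 of code p, which T/C did not hold. The share by loci with only the codes present in both was not run, so the turn cannot be separated from the unlike codes. The class u difference rose to 12.6 points for spliced transcripts only and to 15.6 with class codes present in both, and the single-exon difference fell to 8.60 by locus. Counts of genes with an antisense transcript moved by over 1.5 times in T/C with 200 bp of overlap (440, and 149 for spliced ones) and with whole spans (10133 in H/S, and for spliced ones 1225 in T/C and 4208 in H/S), and with at least 3 exons (1538 spliced in H/S). Overlapping transcripts of H/S numbered 183635 by spans. Recovery of spliced transcripts depended on the definition: in T/C it was 92.1% with 1 shared intron, 98.3% with any overlap and 27.0% for class x, and in H/S 37.8%, 60.6% and 14.3%, and 11.0% for class u. Recovery of unspliced transcripts was 3.08% in T/C and 1.0% in H/S at 90% reciprocal overlap, and 55.1% and 7.34% with any overlap. The number of lists past the threshold in H/S fell from 2 to 0 with unspliced transcripts included, with chains in both assemblies and without copied splice sites, 0 in each. In T/C it was 0 in every setting. The rank of chromosome 4 in T/C was 16 per Mb and 11 for spliced transcripts. In H/S its rank stayed 1 in every alternative, with 183 class u transcripts per Mb against at most 176 on the others. Chromosome 4 had the fewest annotated genes per Mb (7.26, next lowest 8.99), which lifts every density per gene against the one per Mb. In T/C it had fewer spliced class u transcripts per locus (2.59) than any other chromosome. Tail to tail shares in T/C were 83.7% for spliced antisense transcripts and 66.4% with 1 per gene, and in H/S 68.4% and 61.4%. Medians of class u length were 4233 nt in T/C and 2776 nt in H/S for spliced transcripts, by construction of that set. No paired analysis was possible because no value belonged to a single library, and for the same reason leaving out replicates, the pseudocount and the filter on low values were not run. Splice sites and open reading frames were not run, since no genome sequence was used here. What depth limits cannot be said from transcript models, since a transcript below the assembly limit of either pipeline has no entry.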

Other observations

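Isoforms not in the annotation, class j, were found for genes of several groups, and their whole intron chain was in both assemblies for 4571 of 13791 genes with introns (33.1%). The genes with the most such isoforms were clasp2, which encodes a microtubule-binding protein, and ubtfl, with 12 each, followed by the calmodulin kinase gene camk2g1 and the synaptic scaffold gene dlg1 with 11 each. No list passed Fisher's exact test (lowest adjusted p = 0.153 over 15 lists; unadjusted p under 0.05 for 3 lists). The shares were 16 of 28 for H3K9 methylation and heterochromatin, with 5 isoforms of atf7ip, 19 of 42 for the core clock, with 3 of per3, 15 of 73 for ribosomal proteins and 2 of 20 for eye and pituitary. H/S held 35912 transcripts within introns, in 6967 host genes, and 26.5% of them (95% Wilson interval 26.0 to 26.9%) were on the strand of the host. The hosts with the most were zgc:153659 with 289 and zgc:113057 with 195, and the neurexin gene nrxn3a had 136.

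The patterns tested here were noticed in these data, so each explanation is a hypothesis, and no biological explanation by age or time of day was tested, since the values carry no group. The tests without copied splice sites were chosen after the result was seen, and the comparison with lists matched on gene span, planned as an alternative, was taken as a test of an explanation only then. An earlier test of joined models, which asked for 1 shared intron (99.7% of long class u transcripts had one in H/S), was replaced because joined models would share introns too.

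The first pattern was the excess of neuronal and ribosomal protein genes with spliced antisense transcripts in H/S. A candidate explanation is that antisense models copy the splice sites of the sense RNA, for example from reads with the wrong strand. Of the 49 spliced antisense pairs of both lists, 55.1% had an intron with both ends of an annotated intron (95% Wilson interval 41.3 to 68.1%), against 13.0% over all genes, and the interval spans the bound of 50% set in advance, so that share leaves the explanation open. The excess was gone without copied splice sites (odds ratios 1.14 and 1.06), and T/C, in which code s was almost absent from the merge, is no independent check. Gene span does not account for it, since both lists stayed past the threshold with random lists matched on span (adjusted p = 0.0045).

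The second pattern was the many exons of spliced class u transcripts in T/C. These may come from protein-coding genes outside the annotation used: of gaps between neighbouring annotated genes in which the newer annotation on GRCz12tu places a protein-coding gene, 51.3% held a class u transcript of at least 8 exons, against 0.795% of gaps with no gene, with an odds ratio of 27.0 stratified by gap length (20.9 to 34.5 over chromosomes drawn with replacement). Of 27026 protein-coding genes of that annotation 12928 were not named in the files' annotation. Joining of neighbouring transcripts into long models was the other candidate. Every pair of neighbouring introns was found in H/S for 43.0% of the 19638 transcripts, although 93.1% of the 364717 pairs were found. That share was under the bound of 50%, set before it was seen but after the earlier test. Transcripts with many exons hold many pairs, so a few missing pairs lower the share, and alternative splicing would give missing pairs too. The test therefore cannot decide on joining. The odds ratio for coding genes was above the bound set in advance, but how many of the long transcripts come from such genes stays open. Whether joining contributes stays open too.

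The third pattern was the number of spliced class u transcripts on chromosome 4 in H/S. It was not a matter of more transcripts per locus alone, since loci per annotated gene were 4.32 against at most 2.67 on the other 24 chromosomes. Gene families in many copies may contribute: the row of internal exon lengths recurred at another locus for 5.97% of the class u transcripts of at least 4 exons (132 of 2210), against at most 2.16% on the others. That share counts exact copies among transcripts of at least 4 exons only, and diverged copies and transcripts with fewer exons were not tested, so how much of the excess such families account for stays open.

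Unspliced class u transcripts of H/S were tested as possible fragments of the 3' ends of annotated genes. Only 2.26% lay within 5 kb downstream of a gene on its strand and 3.60% on the other strand, which argues against that explanation as the main source, although code p takes transcripts close downstream out of class u. With code p counted, a set chosen after that result was seen, the shares were 5.37% and 3.85%.

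The counts of overlapping transcripts by exons in T/C and by spans in H/S are the same as counts stated by the study, found after 4 combinations of assembly and kind of overlap had been compared. The H/S file holds a line for each whole transcript as well as for each exon, and the T/C file only lines for exons.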
